A study of Mus musculus with 6 samples.

How the data were processed

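The series holds 6 single-cell RNA libraries from tumours that grew from MC38 cells, a mouse colon carcinoma line, implanted under the skin of mice whose smooth-muscle lineage carries a fluorescent tracer switched on by a Myh11-driven, tamoxifen-dependent Cre. The labels put them in 4 groups. The whole-tumour group has 3 libraries, each made from all live cells of 1 tumour. The other 3 groups have 1 library each, made from 10 pooled tumours of wild-type MC38, of MC38 with a control short hairpin RNA (shControl) or of MC38 with a hairpin against Bst2 (shBST2). For these sorted libraries, tracer-positive live cells were collected and tracer-negative cells were added back, per the labels' protocols, in an amount that the labels do not give. The tracer was eGFP in the sorted wild-type library and tdTomato in both hairpin libraries, per the labels.

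The deposited values are raw counts of unique molecular identifiers (UMIs) per gene and barcode. They come from the 10x Genomics 3′ v3.1 kit, per the labels' protocols, and from Cell Ranger 6.0.0 for the whole-tumour and sorted wild-type libraries or Cell Ranger 7.1.0 for the shControl and shBST2 libraries, per the file headers. The genome build and the annotation are not stated. Every library lists the same 32285 genes, and none of them is a transgene, so the tracer itself was not measured. The first 4 libraries list only barcodes with at least 500 UMIs. The shControl and shBST2 libraries list every barcode seen, 2157746 and 1511388 of them, most of which are empty droplets, so cells had to be called from the UMI counts here. GENCODE vM21, on GRCm38, was used only to look up gene positions and intron lengths through Ensembl identifiers, of which 32158 (99.6%) matched; since the build behind the counts is not stated, the positions describe that annotation and not the files.

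A barcode was kept as a cell with at least 1000 UMIs, at least 500 genes and at most 15% mitochondrial UMIs. Scrublet (in scanpy 1.11.5) was run per library with its automatic threshold and an expected rate of 0.8% per 1000 cells, and the cells it called doublets were removed. It called 0.531%, 1.13% and 1.13% of cells in the whole tumours, 0.233% in the sorted wild-type library, 1.03% in shControl and 1.31% in shBST2, all below the expected rate, so doublets were not all removed, and results were also computed with called doublets kept. The numbers of cells left were 2621, 5356 and 5950 in the whole tumours, 2996 in the sorted wild-type library, 4230 in shControl and 3845 in shBST2.

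All libraries were clustered together, without correction between libraries, on 2000 variable genes, 30 principal components and 20 neighbours with the Leiden method (leidenalg 0.10.2, igraph 0.11.9) at resolution 1. The panel genes, mitochondrial genes and ribosomal protein genes were left out of the clustering. Clusters were named from 15 marker lists fixed before the data were examined. A marker counted as detected when at least 25% of the cluster's cells had it and its mean was at least 2-fold above the median cluster, and a name needed at least 3 detected markers. A cluster stayed unnamed when its 10 leading genes held more markers of another list, or when its median UMI count was low and no marker of its own was among those 10. No cluster had more than 1 of the 11 epithelial markers of the planned MC38-like list, so that class could not be named. In its place, clusters with under 20 CPM of 4 Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty) were called Y-negative, unless their median UMI count was low. Those with a low count stayed unnamed. CPM stands for UMIs of a gene scaled to the summed UMIs of the class, but for this threshold it was scaled per cell and averaged over the cluster. Y-linked genes were used because the Myh11-CreERT2 transgene is carried on the Y chromosome, which makes the hosts male, while MC38 arose in a female mouse. The class is therefore defined by its low Y-linked level, and it carried 3 to 7 detected fibroblast markers with none among its leading genes. The detection thresholds and the Y-negative class were chosen after an exploratory clustering had been seen. The lists for B/plasma, mast/basophil, skeletal muscle, keratinocyte, Schwann, adipocyte and erythroid cells named no cluster.

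Counts were summed per library and class, and levels are given as CPM of the class. Panels fixed before the data were examined held 11 contractile genes of smooth muscle, 15 genes reported in modulated smooth-muscle cells, 8 interferon-response genes, the Y-linked genes, and Bst2 with Pira2 and Pirb. The value of 1 interferon-response gene on its own is not reported here. The only comparison with replicates is that of mural-like (pericyte and smooth-muscle) with fibroblast-like cells within the 3 whole tumours. It was tested with edgeR 4.0.16 (R 4.3.3), by quasi-likelihood on the summed counts with TMM normalisation, the default filter on low counts and the tumour as a block, since both sums come from 1 library. Adjustment was by Benjamini-Hochberg at 0.05, over all genes and over the 2 panels alone. The block pairs the sums because they come from the same tumour. The clusters were built on the same cells, so adjusted p-values of genes used for clustering are not evidence, and only panel genes are named. A simulation of this comparison with 200 changed genes among 7857 recovered 187 of them (93.5%) with 6 false calls, and fitted changes followed the simulated ones with a slope of 1.03. It used large changes only, a common dispersion of 0.0283 for all genes and no difference between tumours. It therefore did not exercise the block and says little about small changes.

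All comparisons that involve a sorted library rest on 1 library per group. They have no replicate check, no test and no count of changed genes. Sums of counts are given with exact Poisson intervals, shares with exact Clopper-Pearson intervals and log2 ratios (0.5 UMI added to each sum) with exact intervals for counting error, all at 95%. The interval of a difference between shares combined those of both shares. These intervals and the limits set by a count of 0 (3 counts) cover counting error only, not differences between cells, tumours or library preparations. Gene lists were set against 10000 random lists of the same size matched on mean expression, using genes with at least 10 UMIs. Genes of a random list were drawn independently, while genes of a panel move together. The percentiles can therefore look more extreme than they are, and they are not p-values. The simulated ratio step recovered the direction of 100% of 200 changed genes among 10387, and 96.5% of its intervals covered the simulated value. Its counts had Poisson error only, so it checks the calculation and not how far libraries differ. For shBST2 against shControl, the 5 highest and 5 lowest log2 ratios are named in each of 4 classes among genes with at least 200 UMIs, leaving out mitochondrial and ribosomal protein genes, a rule fixed before the data were examined along with the panels, the tests and most alternatives.

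Alternatives fixed in advance were a looser cell filter (500 UMIs, 200 genes, 25% mitochondrial), a stricter one (2000 UMIs), doublets kept, resolutions 0.5 and 2, each library clustered on its own, cells thinned to 1000 UMIs, cells of the hairpin libraries called by an order-of-magnitude rule below the 99th percentile of the top 3000 barcodes, the profile of barcodes under 100 UMIs subtracted at a 5% share, 5 UMIs added in ratios, a minimum of 1000 UMIs for ranked genes, the sorted wild-type library as the control, each whole tumour left out, DESeq2 1.42.0, DESeq2 size factors in edgeR, no low-count filter, and no replicate block. Chosen after seeing the data were 4 more: subtraction of the profile of the empty-droplet plateau (200 to 899 UMIs), unnamed cells left out of shares, removal of the trend of log2 ratios with intron length (the median of the 201 genes nearest in length), and 1 cell left out of the fibroblast-like class of the sorted wild-type library.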

Results

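The data were UMI counts of 32285 genes in single cells of subcutaneous MC38 tumours from mice with a traced smooth-muscle lineage. Total UMIs were 47216112, 67642820 and 72918139 in the whole-tumour libraries, 21461912 in the sorted wild-type library, 151951994 in shControl and 107956846 in shBST2. Cells kept after filtering held 45720666, 65325441 and 69715848 UMIs in the whole tumours, 20619974 in the sorted wild-type library, 103593328 in shControl and 76902772 in shBST2. The median cell had 11085, 7319 and 6889 UMIs in the whole tumours, 4945.5 in the sorted wild-type library, 14734.5 in shControl and 16166 in shBST2. In shControl and shBST2, which list all barcodes, only 72.3% and 74.8% of UMIs were in barcodes with at least 1000 UMIs, against 98.4% to 99.9% in the other libraries.

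**Figure D1:**
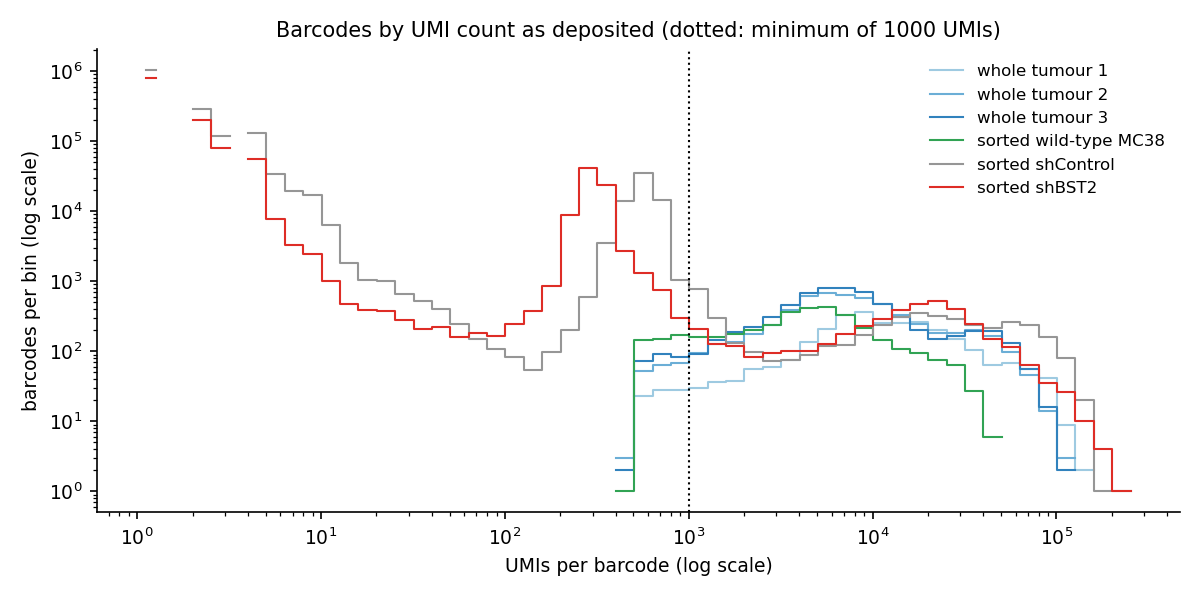
Number of barcodes (log axis) against UMIs per barcode (log axis) in the 6 libraries, with a dotted line at the minimum of 1000 UMIs for a cell. The shControl and shBST2 libraries have a peak of barcodes with a median of 563 and 300 UMIs, left of the line, where the other libraries list no barcode under 500 UMIs.

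The first question was which cells the tumours held and how much they differed from one another. Clustering gave 27 clusters. Macrophage/monocyte-like cells made up 57.8% ± 2.81 (SD, n = 3) of cells in the whole tumours, T/NK-like cells 15.9% ± 1.32 and Y-negative cells 15.6% ± 0.988. Mural-like cells were 1.14% ± 0.276, from 24, 56 and 86 cells, and fibroblast-like cells 2.04% ± 1.34, from 13, 146 and 172 cells. Neutrophil-like cells were 1.32% ± 0.385, dendritic-like cells 0.693% ± 0.183 and endothelial-like cells 0.30% ± 0.208. The remaining 5.23% ± 1.19 stayed unnamed. The fibroblast-like share ranged from 0.496% to 2.89%, so the tumours differed more in this class than in the mural-like one, which ranged from 0.916% to 1.45%. Clustering each library on its own moved the mean mural-like share most, to 0.855%, with no mural-like cell in tumour 1. The mean neutrophil-like share went to 0% with a minimum of 2000 UMIs, and the mean dendritic-like share to 0% at resolution 0.5.

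Y-linked transcripts were set against the class names, since hosts and the implanted line were thought to differ in sex. The Y-negative class held 0.935 ± 0.219 CPM (SD, n = 3) of the 4 Y-linked genes in whole tumours, by its definition a low value. The other classes were not selected on this measure beyond exceeding the threshold, and held 114 ± 26.2 CPM in mural-like, 107 ± 23.0 in fibroblast-like, 123 ± 5.04 in macrophage/monocyte-like and 147 ± 5.0 in T/NK-like cells. The sorted wild-type library gave 1.27 CPM in Y-negative and 147 CPM in mural-like cells. In the hairpin libraries Y-negative cells held 0.926 CPM (shControl) and 2.81 CPM (shBST2), while mural-like, fibroblast-like, endothelial-like, macrophage/monocyte-like and T/NK-like cells held 215 to 312 CPM in shControl and 228 to 328 CPM in shBST2. Keeping called doublets moved the mean Y-linked level of Y-negative cells in whole tumours most, to 1.73 CPM. Xist, which is transcribed from an inactive X chromosome and was looked up after the data were seen, had between 0 and 7 UMIs in the Y-negative cells of each library.

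The next question was how mural-like and fibroblast-like cells of the same tumours differed in contractile and modulated genes. Of 7789 genes tested with edgeR's quasi-likelihood test over the 3 tumours, 908 were higher and 1201 lower in mural-like cells at a Benjamini-Hochberg adjusted p of 0.05. Of the panel genes tested, 9 of 10 contractile genes were higher and none lower, the exception being Smtn, and 1 of 13 modulated genes was higher and 10 lower. Adjusted over the list alone, 21 of these 23 genes passed. DESeq2 lowered the counts most, to 512 higher and 730 lower genes, and leaving out the low-count filter raised them most, to 1232 and 1685 of 17108 genes tested.

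Among contractile genes the log2 difference was 4.29 (SE 0.22) for Acta2, with an edgeR Benjamini-Hochberg adjusted p of 6.1e-06, and 4.43 (SE 0.55) for Tagln, with an adjusted p of 0.00053. The differences were 2.98 (SE 0.29) for Tpm2, 5.02 (SE 0.51) for Myl9, 5.88 (SE 0.40) for Mylk and 7.25 (SE 0.37) for Actg2. Smtn differed by 0.46 (SE 0.26), with an edgeR Benjamini-Hochberg adjusted p of 0.236. Myh11 (ENSMUSG00000018830), which drives the tracer's Cre, lies on chromosome 16 from 14194535 to 14291372, minus strand, in GENCODE vM21 on GRCm38. It had 1059 UMIs in mural-like cells and 0 in fibroblast-like cells over the 3 tumours, which made it at least 783-fold higher over the 3 tumours together, or at least 327-fold without tumour 2. Lmod1 (291 UMIs against 0) and Cnn1 (184 against 0) were at least 215-fold and 136-fold higher, or 95.6-fold and 55.4-fold without tumour 2. Myocd (20 against 0, under the filter and untested) was at least 14.8-fold higher, or 5.28-fold without tumour 3. These limits rest on the depth of the fibroblast-like cells, and within single tumours that for Myh11 ranged from 37.8 to 535.

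Of the modulated genes, Ly6a was lower in mural-like cells by a log2 difference of -3.49 (SE 0.27), with an edgeR Benjamini-Hochberg adjusted p of 4.2e-05, and Fn1 by -2.08 (SE 0.25), with an adjusted p of 0.00042. The differences were -7.80 for C3, -5.04 for Fbln2, -4.35 for Spp1, -2.78 for Vcan, -2.78 for Klf4, -1.87 for Vcam1, -1.70 for Timp1 and -1.56 for Lgals3, all past the threshold. Col15a1 was higher by 1.56 (SE 0.26), with an edgeR Benjamini-Hochberg adjusted p of 0.0025. Col8a1 differed by -0.23 (adjusted p 0.388 by edgeR and Benjamini-Hochberg). Mgp was higher by 1.46 (SE 0.53), with an edgeR Benjamini-Hochberg adjusted p of 0.0751, or 0.0259 when adjusted over the list alone. Without tumour 3 its difference was 2.28 and passed, with an edgeR Benjamini-Hochberg adjusted p of 0.00118. With all tumours it also passed under DESeq2, with a Benjamini-Hochberg adjusted p of 0.0374, so the call depended on the method as well as on tumour 3. Over all edgeR and DESeq2 alternatives the Benjamini-Hochberg adjusted p ranged from 5.5e-15 without a low-count filter to 0.295 without the replicate block.

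The sorted wild-type library asked what the traced lineage looked like when enriched from tumours of the unmodified line. Mural-like cells made up 63.8% (62.1 to 65.5) of its cells, 1912 in number, above the range of the 3 whole tumours. Fibroblast-like cells were 2.70% (2.15 to 3.35), or 81 cells, inside the range of the whole tumours. Of all mural-like and fibroblast-like cells together, fibroblast-like cells were 4.06% (3.24 to 5.03), against 35.1%, 72.3% and 66.7% in the whole tumours, a ratio chosen after the data were seen. Y-negative cells were 14.9%, macrophage/monocyte-like cells 12.0%, endothelial-like cells 3.30% and T/NK-like cells 1.37%, and 1.87% stayed unnamed. No neutrophil-like cell was seen, 0 of 2996 cells, for which the exact interval reaches 0.123%. How many of the cells were added back without the tracer is unknown, so these shares describe the mix that was loaded. Clustering the library on its own moved the mural-like share most, to 54.3%.

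**Figure D2:**
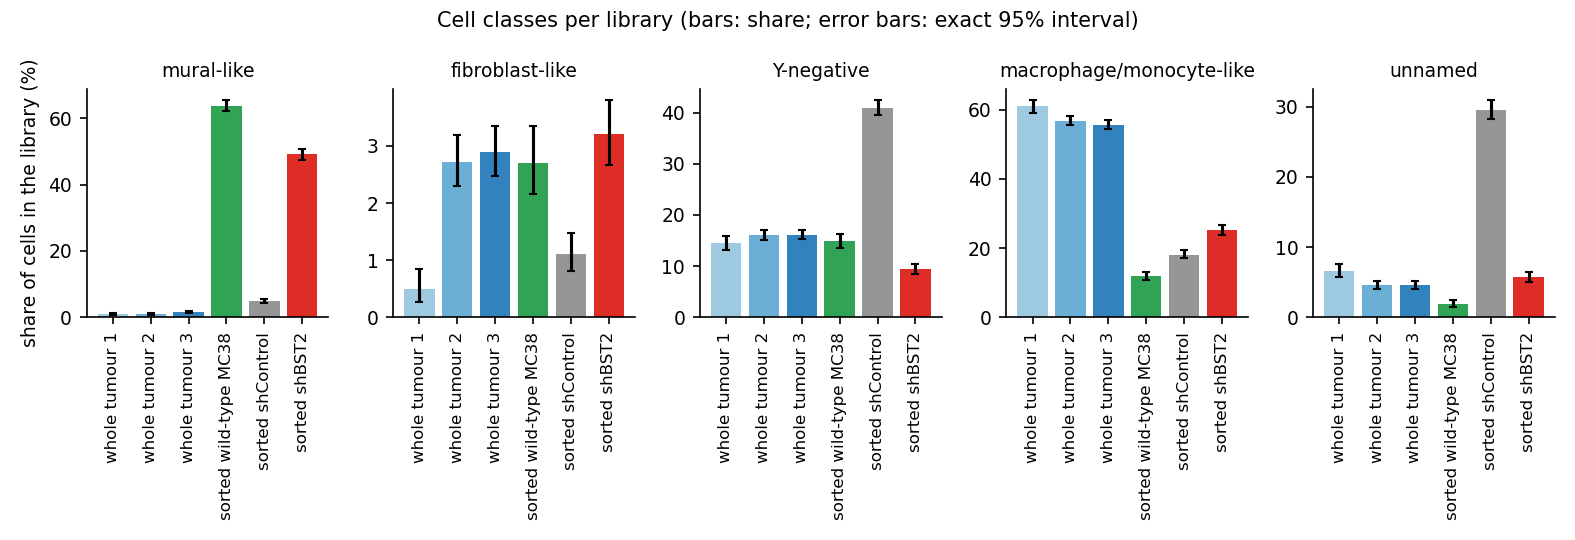
Share of cells (%) in 5 classes, 1 bar per library, with exact 95% intervals for counting error. The mural-like bars reach 63.8% in the sorted wild-type library and 49.1% in shBST2, but 4.96% in shControl and at most 1.45% in the whole tumours.

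Contractile genes of mural-like cells were compared between the sorted wild-type library and the whole tumours, both made with the same software version. Acta2 was at 4362 CPM (4320 to 4405) in the sorted library and 7080 ± 1481 CPM (SD, n = 3) in the tumours. Myh11 was at 286 CPM (275 to 297) against 510 ± 171, with tumours at 350, 690 and 488. Tagln was at 1347 CPM against 2905 ± 871 and Cnn1 at 18.2 CPM against 91.5 ± 29.0. In all, 8 of the 11 contractile genes (Myh11, Acta2, Tagln, Cnn1, Tpm2, Mylk, Lmod1 and Actg2) lay below all 3 tumours and none above, where exchangeable libraries would put 25% of genes, 2.75 of 11, on each side. Genes of a panel move together, so the count carries no p-value. Thinning every cell to 1000 UMIs left 7. Of 14 modulated genes with enough counts, 3 lay below all tumours (Col8a1, Klf4 and C3) and only Mgp above, at 1663 CPM (1637 to 1689) against 868 ± 336, where 3.5 would lie on each side.

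**Figure D3:**
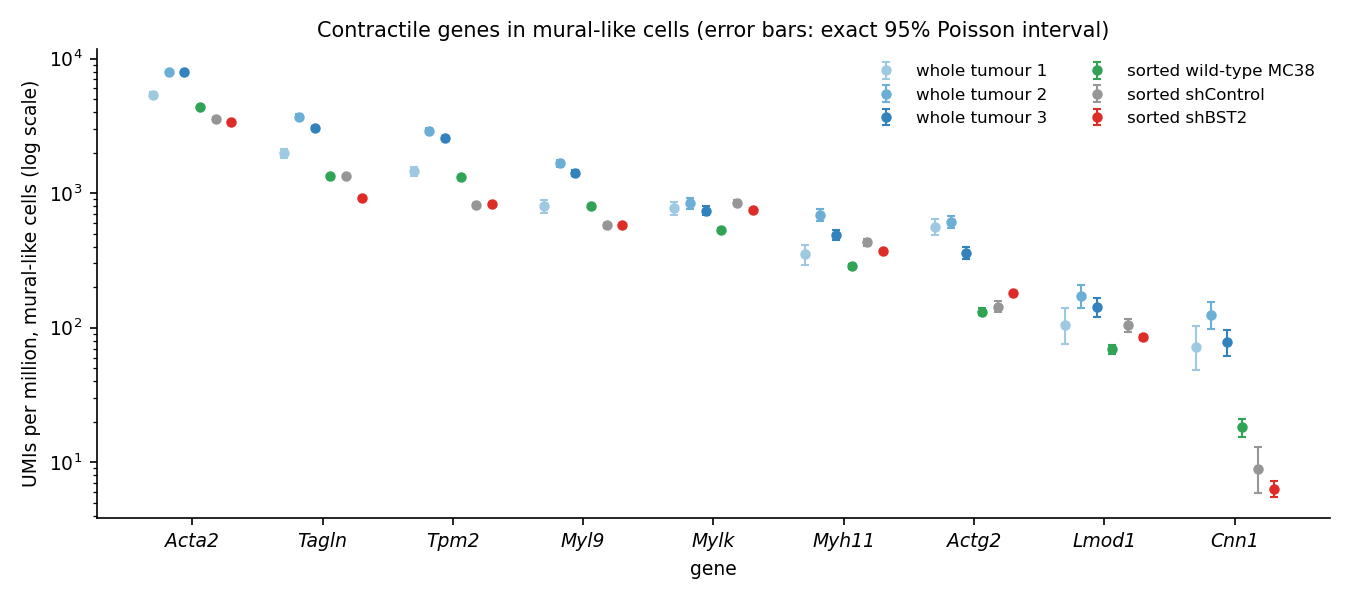
Level in CPM (log axis) of 9 contractile genes in mural-like cells, 1 point per library with exact 95% Poisson intervals. For Myh11 the sorted wild-type point is at 286 CPM and the whole-tumour points are at 350, 690 and 488 CPM.

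In fibroblast-like cells, 9 of 10 contractile genes lay above all 3 tumours in the sorted wild-type library and none below, with 2.5 on each side for exchangeable libraries. This rested on 1 of the 81 cells, which held 52 of the 54 Myh11 UMIs of the class; without it, 4 genes lay above. Of 14 modulated genes, 5 lay below all tumours (Ly6a, Fn1, Vcan, Fbln2 and C3) and 3 above (Vcam1, Mgp and Col15a1). Ly6a was at 2038 CPM against 2623 to 4450, and Fn1 at 826 CPM against 1874 to 2691. Mgp was at 18330 CPM (17961 to 18706) against 213, 101 and 868 CPM in the tumours. Without the 1 cell it was at 18904 CPM.

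The hairpin libraries asked how lowering Bst2 in the implanted cells related to the cells around them. The targeted gene, Bst2 (ENSMUSG00000046718), lies on chromosome 8 from 71534255 to 71537456, minus strand, in GENCODE vM21 on GRCm38. In Y-negative cells it was at 929 ± 30.7 CPM (SD, n = 3) in the whole tumours, 1016 CPM in the sorted wild-type library, 565 CPM in shControl (46986 UMIs) and 311 CPM in shBST2 (5856 UMIs). The shBST2 level was 55.0% of the shControl level, a log2 ratio of -0.86 (-0.90 to -0.82). The log2 ratio was -0.22 (-0.26 to -0.17) in macrophage/monocyte-like, -0.18 (-0.32 to -0.04) in fibroblast-like, -0.15 (-0.24 to -0.05) in endothelial-like, -0.09 (-0.16 to -0.02) in mural-like and -0.26 (-0.54 to 0.01) in T/NK-like cells. After thinning every cell to 1000 UMIs it was -0.79 (-1.08 to -0.52) in Y-negative, -0.60 in fibroblast-like, -0.42 in endothelial-like, -0.31 in macrophage/monocyte-like, -0.12 in mural-like and 0.11 (-1.11 to 1.27) in T/NK-like cells. The direction of the targeted gene was that of the labels. With the sorted wild-type library as the control, the log2 ratio of Bst2 in Y-negative cells was -1.71, the largest move among the alternatives, but it was also -0.89 in mural-like and -0.87 in endothelial-like cells, and that library was processed with another software version. In the barcodes of the empty-droplet plateau, Bst2 was at 739 CPM in shControl and 659 CPM in shBST2.

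**Figure D4:**
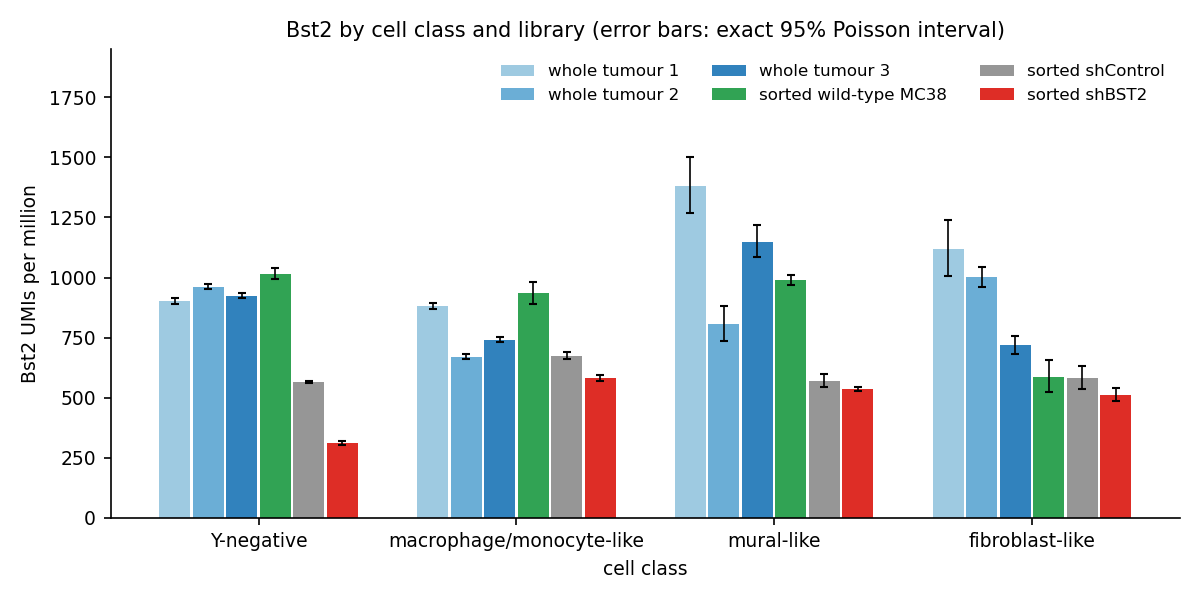
Bst2 level (CPM) in Y-negative, macrophage/monocyte-like, mural-like and fibroblast-like cells, 1 bar per library with exact 95% Poisson intervals. In Y-negative cells the bars stand at 565 CPM in shControl and 311 CPM in shBST2.

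Pirb and Pira2, receptors of the same panel as Bst2, were read in macrophage/monocyte-like cells. Pirb was at 145 CPM in shControl and 178 CPM in shBST2, a log2 ratio of 0.30 (0.21 to 0.39). Pira2 was at 28.5 and 32.3 CPM, a difference within counting error (0.18, -0.02 to 0.39), and reads of this receptor family can be shared between close copies. The class joined clusters whose cells were spread unevenly over both libraries. Cluster 14 had 543 cells of shBST2 and 73 of shControl, and cluster 8 had 379 and 674. Every ratio of summed counts in this class may therefore reflect its mix of clusters as well as changes within cells.

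The composition of both hairpin libraries was compared next. Mural-like cells were 4.96% (4.33 to 5.66; 210 cells) of shControl and 49.1% (47.5 to 50.7; 1887 cells) of shBST2, a difference of 44.1 percentage points (42.4 to 45.8). Fibroblast-like cells were 1.11% (0.818 to 1.47; 47 cells) and 3.20% (2.67 to 3.81; 123 cells), a difference of 2.09 points (1.44 to 2.76). Of mural-like and fibroblast-like cells together, they were 18.3% (13.8 to 23.6) in shControl and 6.12% (5.11 to 7.26) in shBST2. This ratio, chosen after the data were seen, went the other way. Y-negative cells were 41.0% (39.5 to 42.5; 1733 cells) and 9.41% (8.51 to 10.4; 362 cells), a difference of -31.6 points (-33.3 to -29.8). Macrophage/monocyte-like cells were 18.2% and 25.2%, endothelial-like cells 2.25% and 5.05% and T/NK-like cells 2.77% and 2.13%. The unnamed share was 29.6% in shControl and 5.67% in shBST2, most of it cluster 5, a cluster of low-UMI barcodes with 1104 cells of shControl and 172 of shBST2 that the naming rules kept out of every class. Its Y-linked level of 14.2 CPM lay under the threshold, and only its low UMI count kept it out of the Y-negative class. The Y-negative share, above all that of shControl, therefore depends on this rule. Of named cells alone, mural-like cells were 7.05% and 52.0%. The sorted wild-type library, with 63.8% mural-like cells, lay above both, so with it as the control the difference changed sign. The amount of cells added back is not known for either library.

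Within mural-like cells, the median log2 ratio of shBST2 over shControl was -0.18 for the 11 contractile genes, 8 of them lower and 3 higher, at percentile 1.42 of the matched random lists. It was -0.44 for 14 modulated genes, 12 of them lower, at percentile 0, and -0.00 for the 8 interferon genes, at percentile 57.7. The median of all genes was -0.09. Genes of a panel move together and those of the random lists do not, so these percentiles only describe the 2 libraries. The log2 ratios in these cells also fell slightly with intron length, and with that trend removed, a choice made after the data were seen, the contractile median was -0.14, at percentile 3.43. Tagln changed by -0.53 (-0.57 to -0.48), Myh11 by -0.22 (-0.30 to -0.14) and Acta2 by -0.08 (-0.11 to -0.05). Against the sorted wild-type library the contractile median was 0.30, of the opposite sign. Ly6a changed by -0.53 and Mgp by 0.29. After subtraction of the plateau profile the modulated median was -0.37, with Spp1 at -0.50 in place of -1.46 and Lgals3 at -0.39 in place of -1.01.

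Within fibroblast-like cells, the contractile median was 0.03 with a counting interval from -0.22 to 0.29, at percentile 63.7, so no difference was detectable at this depth. The modulated median was -0.26, at percentile 2.29, with 9 of 14 genes lower. Members went both ways: Mgp changed by 1.40 (1.30 to 1.49), Vcam1 by 0.72 and Ly6a by 0.54, while Fn1 changed by -0.82. The interferon median was -0.33, at percentile 9.05. With the sorted wild-type library as the control, the directions of Mgp and Fn1 turned, with log2 ratios of -2.77 and 1.45, while Vcam1 and Ly6a lay within counting error of 0 at -0.029 and -0.051.

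Interferon genes were also read in the other classes. Their median log2 ratio was -0.51 in Y-negative cells, with 7 of 8 genes lower and at percentile 0. It was -0.35 in macrophage/monocyte-like cells, at percentile 0.26. The contractile median was 1.00 in Y-negative and 1.53 in macrophage/monocyte-like cells, both at percentile 100. In the whole tumours Acta2 and Myh11 were low in both classes, at 1.97 and 0.169 CPM in Y-negative and 2.69 and 0.135 CPM in macrophage/monocyte-like cells. Y-negative cells there did hold other genes of the panel, with Tpm2 at 145 CPM and Smtn at 32.6. The panel median of that class therefore mixes genes it expresses with genes it lacks. The plateau of shBST2 held 1438 CPM of Acta2 and 64.7 CPM of Myh11, against 180 and 7.26 CPM in shControl. After subtracting the plateau profile, the log2 ratio of Acta2 went from 2.86 to 3.27 in Y-negative and from 2.66 to 3.54 in macrophage/monocyte-like cells. That of Myh11 went from 1.22 to 1.08 and from 1.53 to 1.30. Both genes were higher in the plateau of shBST2 too, so subtracting too small a share would leave a rise. The subtraction therefore does not decide whether free RNA caused the rise. Before it, Acta2 was at 36.5 CPM in shBST2 and 5.02 in shControl in Y-negative cells, and at 63.7 and 10.0 in macrophage/monocyte-like cells. Myh11 was at 2.12 and 0.914, and at 3.73 and 1.25. In both classes both genes rose by no larger factor than in the plateau. An equal share of free RNA in both libraries would be enough for that rise, while other causes are not excluded. The modulated median was -0.19 at percentile 8.68 in Y-negative and 0.09 at percentile 86.8 in macrophage/monocyte-like cells.

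The largest differences between shBST2 and shControl were ranked over 11880 genes in Y-negative, 10281 in mural-like, 3334 in fibroblast-like and 9040 in macrophage/monocyte-like cells. In Y-negative cells the highest log2 ratios were those of March11, at 8.53 (7.18 to 11.03) with 292 UMIs against 3, Dlg2 at 6.05, Foxp2 at 5.65, Gad1 at 4.57 and Hist1h2ap at 3.55. The lowest were those of Magea5 (0 UMIs against 700, at least 52.9-fold lower), Hbb-bt (0 against 515, at least 38.9-fold lower), Gm47872 (0 against 231, at least 17.5-fold lower), Hbb-bs at -6.47 and Hba-a2 at -4.79. In mural-like cells the highest were Hist1h2ap at 4.66, Gstp1 at 2.79, Col13a1 at 2.51, Tmem252 at 2.48 and Gm10076 at 2.47. The lowest were Cntn3 at -3.55, Saa3 at -3.29, 1700001K19Rik at -2.74, Dclk1 at -2.47 and Trmt61b at -2.41. Keeping called doublets moved Cntn3 to -1.95 and Dclk1 to -2.02, while subtraction of the plateau profile left Cntn3 at -3.87. Cntn3 was also a leading gene of cluster 1, a Y-negative cluster with 1702 cells of shControl and 341 of shBST2. RNA of Y-negative cells is therefore not excluded as the source of its mural-like counts. Genes of the histone, haemoglobin, Gstp and Magea families and Gm10076 have near-identical copies, so their counts are uncertain.

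In fibroblast-like cells the highest log2 ratios were Gm16685 at 3.53, Esm1 at 3.38, Ckb at 3.30, Rnd1 at 3.24 and Hp at 3.04, and the lowest Kcnma1 at -3.09, Prg4 at -2.54, Ccn3 at -2.31, Pappa at -2.25 and Lrrc15 at -2.18. In macrophage/monocyte-like cells they were Ebf1 at 3.67, Egr3 at 3.55, Hist1h2ap at 3.29, Irf4 at 3.28 and Enpp2 at 3.26, and the lowest Hba-a1 at -6.93 with 3 UMIs against 307, Hbb-bs at -6.38, Hba-a2 at -5.76, Cxcl3 at -4.01 and Lyzl4 at -2.61. With a minimum of 1000 UMIs, 3 of the 10 named genes stayed among the 10 in Y-negative and in mural-like cells, and 1 of 10 in each of the other two classes, so these rankings rest on genes of modest depth.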

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

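The tests of free RNA and of a single cell in the fibroblast-like class were chosen only after the result was seen, as were the subtraction of the plateau profile and the share of named cells; the tests of depth and of other cell types in the mural-like class were set beforehand.

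The shControl and shBST2 libraries list barcodes that the comparisons of the report left out and only the alternative of 500 UMIs took in part as cells, and these carry a clear signal. Barcodes of the peak below the minimum for a cell form a plateau of 68917 barcodes in shControl and 79820 in shBST2, and hold 25.3% and 23.1% of all UMIs of the libraries. The other libraries list no barcode under 500 UMIs, so no such control exists for them. The plateau's profile differed between both libraries: Acta2 was at 180 CPM in shControl and 1438 in shBST2, Mgp at 109 and 827, and Y-linked genes at 18.1 and 77.3, while Lyz2 was at 634 and 859 and Apoe, singled out after its values were seen, at 1682 and 1789. This ordering follows the shares of mural-like and Y-negative cells in the 2 libraries, and is consistent with free RNA of the loaded cells. Subtracting the profile left the Bst2 log2 ratio of Y-negative cells at -0.87, and leaving unnamed cells out left a mural-like difference of 45.0 percentage points, so neither result came from the plateau. It does reach other values: in mural-like cells the log2 ratio of Spp1 went from -1.46 to -0.50 and that of Lgals3 from -1.01 to -0.39. No biological explanation was tested for the plateau.

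In the sorted wild-type library, 7 contractile genes (Myh11, Acta2, Tagln, Cnn1, Mylk, Lmod1 and Actg2) lay below all 3 tumours in mural-like cells and above all 3 in fibroblast-like cells. The difference between the classes was not itself tested. On the fibroblast-like side, Myh11 was at 106 CPM, nearly all of it from 1 cell. In that cell it was at 3276 CPM. Among Y-negative, macrophage/monocyte-like, endothelial-like and T/NK-like cells of the same library, the highest level was 43.6 CPM, in endothelial-like cells. Without endothelial-like cells the highest was 6.28 CPM. These levels argue against free RNA for that cell. The other 80 cells were at 4.04 CPM on 2 UMIs, no higher than those classes, so for them free RNA stays open. Mixing with mural-like cells stays open too. A first look at the class as a whole found Myh11 at 37.0% of its mural-like level, against a median of 9.40% for 18 mural markers, and was replaced by a test of the single cell once that cell had been seen. This cell, 1 of 81, held 52 of the 54 Myh11 UMIs, with 24 UMIs of Rgs5, 45 of Dcn, 159 of Col1a1 and 15873 UMIs in all. Without it, 4 of the 10 contractile genes lay above all tumours in place of 9, and 3 of these 4 rested on at most 3 UMIs. Acta2 went from 742 to 408 CPM, below the highest tumour at 546, Tagln from 482 to 299 (highest tumour 343) and Myl9 from 170 to 88.9 (98.9). Mylk stayed above, at 72.7 CPM against 23.1. The cell may be a doublet of a mural and a fibroblast cell that the doublet caller missed, or a mural cell in transition, and 1 cell cannot separate these.

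The mural-like side of the same pattern does not depend on that cell. The tables argue against depth, since 7 contractile genes lay below all tumours after every cell was thinned to 1000 UMIs, against 8 before; all 7 had an upper limit below the 3 tumours, a criterion added after the count had been seen. Cells of another type in the class would lower mural markers too, but the median log2 ratio of 19 mural markers to the mean of the tumours was 0.37, with 13 markers above all 3 tumours and 1 below, against a median of -0.82 for the contractile genes. In the whole tumours, 5 cells held 75.2%, 57.8% and 43.3% of the mural-like Myh11 UMIs, against 7.87% in the sorted library, so the tumour values rest on few cells and counting intervals understate their error. A different mix of pericyte-like and smooth-muscle-like cells, from the sort, the pooling of 10 tumours or the tumours themselves, stays open and was not tested, as does a biological change within these cells.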

How the results depend on the processing

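The subtraction of the plateau profile, the shares without unnamed cells, the removal of the intron-length trend and the values without 1 cell were chosen only after the result was seen; all other alternatives were fixed beforehand. Of 297 values that answer a comparison under an alternative, 245 stayed within their error or within 1.5 times of a count, 50 moved and 2 changed sign. A sign change was counted where the value as reported lay beyond counting error of 0, whatever the error under the alternative, so the contractile median of fibroblast-like cells, with values on both sides of 0, is among those that moved or stayed. Of 732 values of single genes, 617 stayed, 86 moved, 26 changed sign and 3 passed the threshold in addition. Unless a reason is given, the cause was not tested.

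In whole tumours, a minimum of 500 UMIs put the mean Y-negative share at 17.3% and the macrophage/monocyte-like share at 61.0%, and leaving out unnamed cells put the latter at 61.1%. Clustering each library on its own gave a mean mural-like share of 0.855% in whole tumours, with no mural-like cell in tumour 1 against 69 and 76 in the other tumours, and a share of 54.3% in the sorted wild-type library. The mean neutrophil-like share went to 0% with a minimum of 2000 UMIs and the mean dendritic-like share to 0% at resolution 0.5. Called doublets, when kept, put the mean Y-linked level of Y-negative cells at 1.73 CPM.

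The mural-like share, shBST2 minus shControl, in percentage points, was 26.0 with a minimum of 500 UMIs, 36.1 with each library clustered on its own, 46.1 with cells called from the top barcodes, and -14.7 with the sorted wild-type library as the control. The fibroblast-like share, shBST2 minus shControl, in percentage points, was 0.495 with the sorted wild-type control. The Y-negative share, shBST2 minus shControl, in percentage points, was -81.8 at 500 UMIs, -45.8 at 2000 UMIs, -56.3 with cells called from the top barcodes, -5.47 with the sorted wild-type control and -48.2 without unnamed cells. The minimum of 500 UMIs lets in the plateau, with 55811 barcodes of shControl and 6403 of shBST2, which accounts for the change under it. The size of the differences in shares is therefore uncertain, while their direction against shControl held in every filter, calling and clustering tried.

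In mural-like cells of the sorted wild-type library, the contractile genes below all 3 tumours numbered from 8 to 10 across the comparisons that each left out 1 tumour, and those above numbered from 0 to 1, the 1 arising without tumour 3; thinning to 1000 UMIs also gave 1 above. Modulated genes below all tumours were 1 with a minimum of 500 UMIs, 5 after thinning and from 3 to 6 with 1 tumour left out, with 6 without tumour 2 and 5 without tumour 3. Modulated genes above were 2 with a minimum of 500 UMIs, 2 after thinning and from 1 to 5 with 1 tumour left out, with 5 without tumour 1 and 2 without tumour 3. In fibroblast-like cells, contractile genes below ranged from 0 to 1, the 1 arising without tumour 2, and those above were 4 without the 1 cell with the most Myh11 UMIs. A range over fewer tumours is narrower, which by itself raises such counts.

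The Bst2 log2 ratio of Y-negative cells was -0.99 with a minimum of 500 UMIs, -0.79 after thinning, -0.91 with the profile of barcodes under 100 UMIs subtracted and -1.71 against the sorted wild-type library, always below 0. Against that library it was also lower than against shControl in mural-like (-0.89), endothelial-like (-0.87) and macrophage/monocyte-like cells (-0.69), though not beyond counting error in fibroblast-like cells, so the move was not particular to Y-negative cells. Thinning gave -0.60 in fibroblast-like, -0.42 in endothelial-like, -0.31 in macrophage/monocyte-like, -0.12 in mural-like and 0.11 in T/NK-like cells, all but the macrophage/monocyte-like and mural-like values on few UMIs. For the median log2 ratio of the contractile genes in mural-like cells, the sorted wild-type control gave 0.30, a change of sign, and for that of the modulated genes -0.23. In fibroblast-like cells the median log2 ratio of the contractile genes was -0.46 with each library clustered on its own, -1.17 after thinning, -0.52 with the profile of barcodes under 100 UMIs subtracted and -1.27 with the sorted wild-type control, so with 47 cells in shControl it has no stable sign. The modulated median there was -0.040 with the sorted wild-type control.

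Of the 10 largest differences, a minimum of 1000 UMIs kept 3 in Y-negative, 3 in mural-like, 1 in fibroblast-like and 1 in macrophage/monocyte-like cells, since genes with fewer UMIs leave the ranking. The sorted wild-type control kept 0, 0, 1 and 0, and subtraction of the plateau profile kept 6 in mural-like and 6 in macrophage/monocyte-like cells.

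All but 1 of these 26 sign changes of single genes came with the sorted wild-type library as the control, which differs from the hairpin libraries in software version, tracer and implanted line at once. Under the alternative 15 lay beyond counting error of 0 on the other side, while 11 lay within it and show no opposite direction. In mural-like cells this control gave log2 ratios of 0.37 for Myh11, -0.21 for Mgp, 0.022 for Fn1 (0.016 after thinning), -0.51 for Tmem252, 2.31 for Cntn3, 3.78 for Saa3, 7.08 for 1700001K19Rik and 0.75 for Trmt61b. In fibroblast-like cells it gave -2.77 for Mgp, -0.051 for Ly6a, 1.45 for Fn1, -0.029 for Vcam1, -2.33 for Esm1, -2.91 for Ckb, 2.24 for Kcnma1, 1.13 for Prg4, 0.49 for Ccn3, 0.095 for Pappa and 1.48 for Lrrc15. Acta2 in fibroblast-like cells, within counting error of 0 at 0.045, had no stable sign: it was -0.41 with each library clustered on its own, -0.18 with cells called from the top barcodes, -0.29 after thinning, -0.25 with the profile of barcodes under 100 UMIs subtracted and -0.94 with the sorted wild-type control. In Y-negative cells it gave 0.61 for Hbb-bs and 1.91 for Hba-a2, and in macrophage/monocyte-like cells 1.71 for Hbb-bs, 0.31 for Hba-a2, 0.90 for Cxcl3 and 3.12 for Lyzl4. The 11 within counting error are those of Fn1 in mural-like cells (both values), Ly6a, Vcam1, Ccn3 and Pappa in fibroblast-like cells, Hbb-bs and Hba-a2 in both classes, and Cxcl3. The values of 1700001K19Rik, Lyzl4, Hba-a2 in both classes and Hbb-bs in macrophage/monocyte-like cells were set against 0 UMIs and so depend on the 0.5 UMI added.

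Between mural-like and fibroblast-like cells of the whole tumours, DESeq2 called 512 higher and 730 lower genes, of which 1240 were among the 2109 called by edgeR. Leaving out 1 tumour gave from 584 to 920 higher and from 812 to 1271 lower genes; without tumour 3 the higher genes fell to 584, with 6235 genes tested. Without the replicate block edgeR called 882 higher and 1187 lower genes, 1951 of them shared, and 20 of 23 panel genes adjusted over the list alone in place of 21. Without a low-count filter 17108 genes were tested, with 1232 higher and 1685 lower. In each of these fits 9 or 10 contractile genes were higher and 10 or 11 modulated genes lower. The call of Mgp was the one that moved: its log2 difference ranged from 0.53 without tumour 2 to 2.28 without tumour 3, and it passed the threshold under DESeq2 (Benjamini-Hochberg adjusted p 0.0374), without a low-count filter and without tumour 3. Clustering each library on its own gave no test and no count of panel genes against the tumours, because it left no mural-like or fibroblast-like cells in tumour 1.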

Other observations

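The tests of the interferon response, of Bst2 across classes, of dilution, of empty droplets counted as cells, of intron length, with the removal of its trend, and of free RNA for Bst2, for the largest differences and for haemoglobin, which use the plateau profile, were chosen only after the result was seen; the reassignment of sums was set beforehand.

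Bst2 was lower in Y-negative cells of shBST2 than of shControl. Free RNA does not account for this, since the log2 ratio was -0.87 after subtraction of the plateau profile, against -0.86 before. A fall of that size throughout the library is argued against as well: the lowest log2 ratio among macrophage/monocyte-like, mural-like, fibroblast-like, endothelial-like and T/NK-like cells was -0.26 (-0.54 to 0.01), in T/NK-like cells. After thinning, the intervals of macrophage/monocyte-like (-0.49 to -0.12) and mural-like cells (-0.38 to 0.16) stayed above that of Y-negative cells (-1.08 to -0.52), while those of the sparser fibroblast-like (-1.27 to 0.10), endothelial-like and T/NK-like cells overlapped it. All 5 classes lay below 0 before thinning, so a smaller library-wide part is not excluded. What stays open besides is the interferon response, because Bst2 is an interferon-induced gene. The median log2 ratio of the 8 interferon genes in Y-negative cells was -0.51, at percentile 0 of the matched random lists. A weaker interferon response in those cells may therefore lower Bst2 with or without the hairpin, and knockdown of Bst2 remains equally open. Bst2 also differed between libraries that carry no such contrast, with 1016 CPM in the sorted wild-type library and 565 CPM in shControl, which differ in software version.

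More mural-like cells were found in shBST2 than in shControl. Adding more tracer-negative cells of one fixed mix to shControl would dilute the sorted cells and leave the ratio of the added types to each other alone. The odds of macrophage/monocyte-like against Y-negative cells were 6.03 times higher in shBST2 (5.21 to 6.99), and those of endothelial-like against macrophage/monocyte-like cells 1.62 times higher (1.25 to 2.11), which argues against one fixed mix as the whole cause. Empty droplets counted as cells would inflate the denominator of shControl, but among named cells the difference was 45.0 percentage points, no smaller than among all cells. Adding back mixes of different composition stays open, as do a different purity of the sort, different survival of tumour cells on dissociation and a biological effect of the hairpin on the tumours, none of which these libraries can test. The sorted wild-type library, at 63.8%, and shBST2 lay closer to each other than either to shControl, so shControl was the library apart from the other two.

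Expression in mural-like cells differed widely between the sorted wild-type library and both hairpin libraries, in step with gene structure. Across 12880 genes, which are not independent replicates, Spearman's rho of the log2 ratio of shBST2 over the sorted wild-type library with intron length was 0.62, and it was 0.71 across 10338 genes for shControl. The median log2 ratio was -0.31 among the genes with the shortest introns and 1.40 among those with the longest, each a group of 25% of the genes. Within a software version, rho was -0.18 for shBST2 over shControl and 0.06 for the sorted wild-type library over the tumours. This is consistent with intronic reads being counted by Cell Ranger 7.1.0 and not by 6.0.0, for which the files give no setting. It makes the sorted wild-type library a poor control for the hairpin libraries. The weaker trend between both hairpin libraries, with medians of 0.04 among the shortest and -0.13 among the longest introns, is of the size of the contractile median of -0.18 in mural-like cells, which was -0.14 with the trend removed, against -0.09 for all genes. The modulated median was -0.47 with the trend removed, at percentile 0. A tracer, line or batch effect that follows intron length is not excluded, as these change together with the version.

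The genes past the threshold between mural-like and fibroblast-like cells were set against other assignments of the sums. Of the 4 ways to assign both sums within each tumour, 1, the real one, gave as many genes as the 2109 called. The other 3 gave 0 genes each, with 92, 18 and 14 genes at an unadjusted p under 0.05 by edgeR, against 2992 for the real one. With 3 tumours the share of assignments is never under 0.25, so that share decides nothing. The classes were also made from the same cells, which would raise the count for any partition.

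The largest differences in Y-negative cells were set against the other libraries. Free RNA was weighed first: 4 of the 5 highest genes stayed among the 5 highest after subtraction of the plateau profile, Fabp4 taking the place of Hist1h2ap, a gene chosen for naming after its values were seen. Hist1h2ap itself was at 442 CPM in the plateau of shBST2 and 61.8 CPM in that of shControl, and in Y-negative cells of the first 4 libraries it was at 345, 218, 176 and 223 CPM, so that shControl, at 40.7, lay below and shBST2, at 476, above all of them. Dlg2 was at 146 CPM in shBST2 and at most 2.20 CPM in any other library, Foxp2 at 44.9 against at most 1.27, March11 at 15.5 against at most 0.0568 and Gad1 at 10.4 against at most 3.43. Magea5 was at 4.57 to 8.42 CPM in the other 5 libraries and at 0 in shBST2, where a count of 0 allows 0.159 CPM. Haemoglobin genes of Y-negative cells, in contrast, were at 0 to 0.127 CPM in the first 4 libraries, so that they stood out in shControl. There Hbb-bs was at 25.9 CPM, Hba-a2 at 6.58 and Hbb-bt at 6.19, all below the plateau of the same library at 129, 35.9 and 25.7 CPM. As free RNA alone, these levels would need 20.1%, 18.3% and 24.1% of the profile in these cells to be that of the plateau. The Y-linked genes of the hosts allow at most 6.39%, Acta2 3.07%, Mgp 4.70% and Lyz2 2.44%. Myh11, on 76 UMIs, allows up to 15.8%, close to the lower limit of 16.8% for Hba-a2. All these limits lie below the shares needed, which argues against free RNA as the whole cause, though narrowly for Myh11. What else raised haemoglobin in shControl was not tested. Hist1h2ap and haemoglobin also differed in host classes, with Hist1h2ap at 214 CPM in shBST2 and 8.30 in shControl in mural-like cells and at 123 and 12.7 in endothelial-like cells, and Hbb-bs at 0.90 and 77.8 in macrophage/monocyte-like cells. A difference between the founder cells of the implanted lines does not account for those values. For March11, Dlg2, Foxp2, Gad1 and Magea5, with 1 line per hairpin, such a difference and an effect of the hairpin both stay open and untested.

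Pirb, 0.30 higher on the log2 scale in macrophage/monocyte-like cells of shBST2, and the interferon median of -0.35 in the same cells, at percentile 0.26, are reported without an explanation. The class was a different mix of clusters in both libraries. Cluster 14, with F13a1 and Mrc1 among its leading genes, held 543 of its 968 cells in shBST2 and 73 of its 768 in shControl. Whether these values reflect that mix or a change within cells was not tested.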
